A study of Homo sapiens with 30 samples. Its data were reported in "Identification and functional analysis of novel oncogene DDX60L in pancreatic ductal adenocarcinoma" (2021).

How the data were processed

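RNA-seq was carried out on MiaPaCa2 and PANC-1 cells, both established human cell lines of pancreatic ductal adenocarcinoma (PDAC). Each line was transfected with a control siRNA (siControl) or with an siRNA against DDX60L, MYEOV, KCNN4 or S100A16. A small interfering RNA (siRNA) lowers a messenger RNA that its guide strand matches, and can also lower other RNAs that match the guide's first bases (its seed). The groups were taken from the labels of the libraries. There were 10 groups of 3 libraries, 30 libraries in all, with 5 groups and 15 libraries in each line. Per the labels, RNA was isolated with Trizol and libraries were made with an Illumina TruSeq RNA kit. The study's methods name another extraction kit and a strand-specific library kit, and the difference was not resolved here.

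The submitters' processing notes name TopHat2 2.0.12 and the human genome build GRCh37. The values deposited by the authors were FPKM (fragments scaled by gene length and by the library's mapped total), with a column per library. The program that computed the FPKM values and its handling of strand are not given in the sources used here. The study's methods name an Ensembl release for FPKM values of its RNA-seq, without separating tissue from cells, but with another number of genes than this table holds, so the release behind the table is uncertain. FPKM divides by each library's mapped total, so a large change in a few abundant genes shifts all other genes the opposite way. The table held 24895 entries, of which 19974 had Ensembl gene identifiers and 4921 were gene models without one. Of the identifiers, 19828 were found in the reference gene table. The symbols of 27 genes had been turned into dates and were restored through their identifiers. A symbol was carried by more than 1 identifier in 15 cases, and there the entry with the highest mean kept the plain symbol. Coordinates were taken from a GRCh37 annotation by gene identifier.

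FPKM values hold no read totals. The steps between low values were checked for whole reads. They did not give whole reads for nearly all genes, so no test of counts was run. The most common ratio among the lowest genes gave an estimate of relative depth, against the first siControl library of the same line, for 13 of the 15 MiaPaCa2 and 12 of the 15 PANC-1 libraries. The study's text gives an approximate number of reads for the siRNA experiment, but none per library, so no counting interval is given for a single FPKM value.

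Values were analysed as log2(FPKM + 1), so fold changes are on that scale and understate the change of genes near or below 1 FPKM. Genes with a mean of at least 1 FPKM over the 15 libraries of a line were tested, which kept 11875 genes in MiaPaCa2 and 12513 in PANC-1, 11084 of them in both. Gene models without an identifier made up 841 and 857 of these. Each siRNA was compared with siControl in the same line with limma 3.58.1 in R 4.3.3 (linear model over the 15 libraries of the line, empirical Bayes with a mean-variance trend). P values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p below 0.05 and an absolute log2 fold change of at least 0.5. The difference between the lines was tested as an interaction over all 30 libraries, as the PANC-1 effect minus the MiaPaCa2 effect. All adjusted p values given for genes are from limma, and errors of log2 fold changes are standard errors (SE).

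There were 27 gene lists. They covered the TNF and NF-kB response, interferon-stimulated genes, MHC class I and antigen processing, p53 targets, G1/S and DNA replication, G2/M and mitosis, replication-dependent histones, apoptosis regulators, invasion with matrix and adhesion, epithelial junction genes, mesenchymal genes, cholesterol synthesis, ATF4 and amino acid stress, ER chaperones and the unfolded protein response, nuclear genes of oxidative phosphorylation, mitochondrially encoded mRNAs, ribosomal proteins, hypoxia and glycolysis, ERK pathway output, YAP and TEAD targets, immediate early genes, S100 genes of the 1q21 cluster (without S100A16), and adenylyl cyclases with the cAMP response. A further 4 lists held markers of fibroblasts, leukocytes, endothelial cells, and acinar or islet cells. The 23 lists with at least 5 tested members were tested against the other genes with limma's camera at a preset correlation of 0.01, adjusted over the 23 lists of a comparison. Camera with a correlation estimated for each list, and fry, were run beside it. The lists were written after the study had been read. Its text names the TNF, NF-kB, p53 and cell cycle pathways, and enrichment terms rich in histone genes, from these same libraries, so those lists are not independent evidence of their direction.

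Genes named in the text followed a rule. It took the 4 targeted genes, CXCL1, CXCL2 and CXCL3, and for each siRNA and line the 6 called genes with the largest rise and the 6 with the largest fall. It also took, for each siRNA, the 8 rising and 8 falling genes called in both lines with the largest smaller change, the 4 greatest and the 4 smallest line differences, and up to 4 members of each described list by the smallest adjusted p. Genes of the largest changes needed a symbol, a mean of at least 5 FPKM in a group, and all 3 siRNA libraries on one side of all 3 siControl libraries. Small RNAs and unnamed clones were left out of the largest changes and line differences, and genes of the sex chromosome Y and XIST throughout. Where a gene outside the rule is named, the text says so. Some genes that the rule takes are not reported here.

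The groups, the tests, the naming rule, the lists' test and the alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, no mean-variance trend, only the libraries compared, the replicate number as a block, scaling by the median of ratios, rescaling each library to a sum of 1000000, an unadjusted p below 0.05, leaving out each library in turn, an estimated correlation, and fry.

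The procedure was tested on simulated data with 200 changed genes in each of the 8 comparisons. It recovered 53.7 to 68.7% of genes changed 1.5-fold, 88.1 to 97% of those changed 2-fold and 97 to 100% of those changed 4-fold, with 0 to 9 false calls per comparison and 2% of calls false when pooled. The changed genes were drawn only from those with a mean level above 5 FPKM. These shares therefore do not cover tested genes between 1 and 5 FPKM, whose changes are understated on the log2(FPKM + 1) scale. In the siDDX60L design, a list shifted by 0.25 or 0.5 was called in 20 of 20 simulations in either line, and 1 list in MiaPaCa2 and 0 in PANC-1 were called without a shift. Genes were simulated independently of each other. The simulation therefore cannot show how often lists whose members vary together are called falsely. In MiaPaCa2 the estimated correlation was 0.301 for ribosomal proteins and 0.254 for S100 genes.

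For the closing section, 3′ untranslated regions (UTRs) were searched for a single 7-base word per strand of the siDDX60L and siMYEOV siRNAs. It was the word that pairs with that strand's seed. A 3′ UTR of at least 30 bases was found for 10455 of the 11084 genes tested in both lines (94.3%). All 7-base words carried by at least 30 genes (16381 of 16384) were then ranked by the fold changes of the genes that carried them. In simulated data with a planted word, that word ranked lowest in 18, 20 and 20 of 20 runs at shifts of 0.1, 0.2 and 0.4. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. Exact binomial (Clopper-Pearson) 95% intervals of these shares cover counting error only.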

Results

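RNA-seq profiles of MiaPaCa2 and PANC-1 cells were compared after transfection with siRNAs against 4 genes that the study links to PDAC. In each line, 3 libraries were made for siControl and for each of siDDX60L, siMYEOV, siKCNN4 and siS100A16. The FPKM values of a library summed to between 395879 and 416201 in MiaPaCa2 and between 375091 and 407738 in PANC-1. Between 11570 and 12116 genes exceeded 1 FPKM in MiaPaCa2 libraries, and between 12120 and 12675 in PANC-1 libraries. Estimated depth ranged from 0.633 to 1 times that of the first siControl library in MiaPaCa2 and from 0.973 to 1.61 times in PANC-1. Mitochondrial transcripts took 12.3 to 14.9% of the FPKM in MiaPaCa2 and 10.9 to 14.4% in PANC-1. Replicates correlated across genes with r between 0.9821 and 0.9885, where genes are not independent replicates, and their median SD was 0.0789 to 0.103 on the log2 scale. The p values measure the spread between these libraries. The labels do not say whether replicates were separate cultures, while the study's methods describe its experiments in general as independent repeats.

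The targeted genes were examined first, and each was lower after its own siRNA in both lines, with all 3 siRNA libraries below all 3 siControl libraries. DDX60L, which encodes a DExD/H-box helicase, fell from 1.95 ± 0.27 FPKM (SD, n = 3) to 0.215 ± 0.025 in MiaPaCa2, 11.1% of control (log2 fold change −1.27 ± 0.13, adjusted p = 3.6e-06). In PANC-1 it fell from 1.31 ± 0.23 to 0.583 ± 0.25 FPKM, 44.4% of control (−0.55 ± 0.12, adjusted p = 0.0025). That last change no longer reached 0.5 without siControl replicate 3 (−0.49) or siDDX60L replicate 3 (−0.46). MYEOV, first described as overexpressed in myeloma, was low in MiaPaCa2, at 0.803 ± 0.16 FPKM in siControl and 0.171 ± 0.018 after siMYEOV. This was below the filter, and in the model without a filter it fell by 0.62 ± 0.093 (adjusted p = 0.00021). In PANC-1, MYEOV fell from 23.9 ± 0.97 to 9.94 ± 0.77 FPKM, 41.7% of control (−1.19 ± 0.064, adjusted p = 7.9e-09).

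KCNN4, an intermediate-conductance calcium-activated potassium channel, fell from 61.5 ± 0.82 to 22.4 ± 0.97 FPKM in MiaPaCa2, 36.5% of control (−1.41 ± 0.1, adjusted p = 1.3e-07). It fell from 15.1 ± 1.2 to 7.15 ± 0.7 FPKM in PANC-1, 47.5% of control (−0.98 ± 0.13, adjusted p = 3.1e-05). S100A16, an EF-hand calcium-binding protein, fell from 65 ± 6.1 to 3.22 ± 0.65 FPKM in MiaPaCa2, 4.95% of control (−3.98 ± 0.097, adjusted p = 2.8e-11). It fell from 38.6 ± 1.7 to 7.01 ± 0.61 FPKM in PANC-1, 18.1% of control (−2.31 ± 0.074, adjusted p = 1.6e-10). Some targets also changed after the other siRNAs. DDX60L rose after siKCNN4, to 228% of control in MiaPaCa2 (0.87 ± 0.13, adjusted p = 7.1e-05) and 261% in PANC-1 (0.94 ± 0.12, adjusted p = 3e-05). MYEOV in PANC-1 fell to 61.9% of control after siDDX60L (−0.66 ± 0.064, adjusted p = 3.3e-06) and 63.2% after siKCNN4 (−0.63 ± 0.064, adjusted p = 2.8e-06), and rose to 204% after siS100A16 (1.00 ± 0.064, adjusted p = 5e-08). S100A16 in PANC-1 rose to 270% after siKCNN4 (1.41 ± 0.074, adjusted p = 7.4e-09). All 3 siRNA libraries lay on one side of all 3 siControl libraries for each of these changes.

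**Figure D1:**
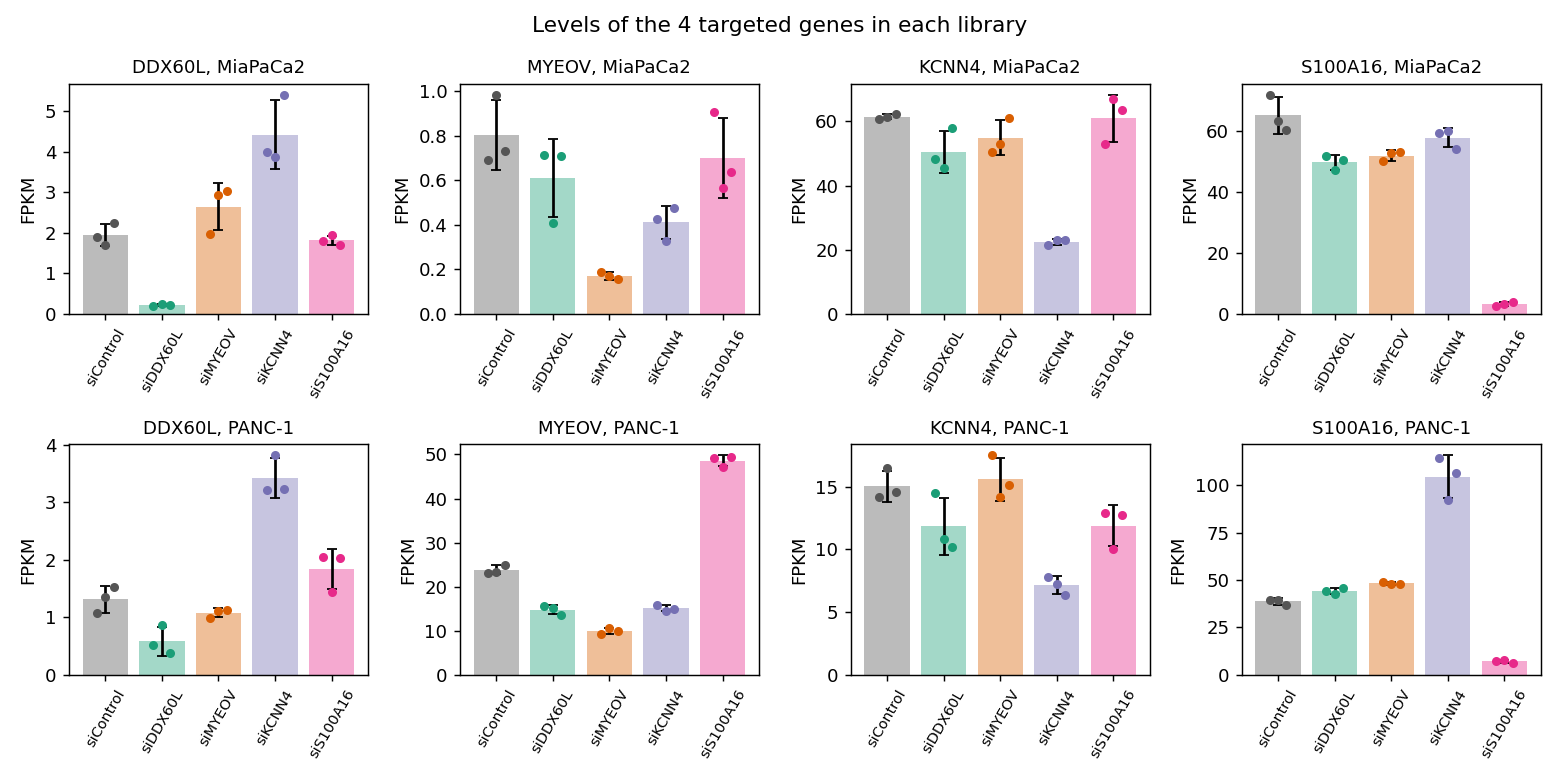
Level of the 4 targeted genes in FPKM (vertical axes, starting at 0) in siControl and siRNA libraries of MiaPaCa2 (top) and PANC-1 (bottom). Points are libraries, bars are group means and error bars are SD (n = 3), and each gene was lowest after its own siRNA, down to 4.95% of control for S100A16 in MiaPaCa2.

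On GRCh37, DDX60L (ENSG00000181381) lies on chromosome 4 from 169277886 to 169458937 on the minus strand. MYEOV (ENSG00000172927) lies on chromosome 11 from 69061605 to 69182494 on the plus strand, KCNN4 (ENSG00000104783) on chromosome 19 from 44270685 to 44285128 on the minus strand, and S100A16 (ENSG00000188643) on chromosome 1 from 153579362 to 153585621 on the minus strand. The siDDX60L sequence matched chromosome 4 from 169374318 to 169374336, in coding sequence of exon 8 of a transcript with 38 exons. The siMYEOV sequence matched chromosome 11 from 69064185 to 69064203, in the 3′ UTR in the last exon of a transcript with 3 exons. The siRNA sites in KCNN4 and S100A16 were not analysed here.

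Depletion of DDX60L, the gene the study puts forward, addressed which transcripts follow it in PDAC cells. In MiaPaCa2, genes induced by TNF and NF-kB were lower after siDDX60L. Of the 19 measured members of that list, 12 fell and 0 rose (camera adjusted p = 3.9e-06), among them NFKBIA, the NF-kB inhibitor, at −1.20 ± 0.05, NFKB2 at −1.01, the chemokine CXCL8 at −1.09 and BIRC3, an inhibitor of apoptosis, at −1.48 ± 0.074. The study describes lower TNF and NF-kB signalling in these same libraries after siDDX60L and siMYEOV, so the list's counts after these siRNAs are not independent evidence of its direction. ERK output genes followed, with 8 of 21 members lower and 0 higher (adjusted p = 4.2e-06), including the receptor EPHA2 (−0.83), the ligand EREG (−0.98), EGR1 (−0.72) and IER3 (−0.59). Invasion, matrix and adhesion genes fell in 5 of 16 cases and rose in 0 (adjusted p = 4.5e-05), with the urokinase PLAU at −1.75, its receptor PLAUR at −0.88 and the integrins ITGA3 at −1.44 and ITGB4 at −0.90. MHC class I and antigen processing genes fell in 4 of 14 cases and rose in 0 (adjusted p = 0.0027), including TAPBP (−1.03), the peptide transporter TAP1 (−0.66) and the proteasome subunit PSMB9 (−1.24).

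Other lists were called in MiaPaCa2 after siDDX60L with less certainty. Of 9 measured S100 genes 5 fell, among them S100A6 (−2.07 ± 0.09), S100A4 (−0.69) and S100A13 (−1.09), with adjusted p = 5.2e-05, and adjusted p = 0.093 with an estimated correlation. Interferon-stimulated genes fell in 5 of 21 cases and rose in 1, including the RNA sensor DDX58 (−0.86), IFIT2 (−0.84) and IFIT3 (−0.54), with adjusted p = 0.016, and adjusted p = 0.061 with an estimated correlation. Nuclear genes of oxidative phosphorylation rose in 5 of 32 cases, including SDHB (0.69) and NDUFA8 (0.92), with adjusted p = 0.00078, and adjusted p = 0.3 with an estimated correlation. Ribosomal protein genes rose in 2 of 34 cases, including RPL11 (0.88), with adjusted p = 0.0028, and adjusted p = 0.39 with an estimated correlation. ATF4 and amino acid stress genes rose in 6 of 21 cases and fell in 1, including the amino acid transporter SLC7A5 (0.89), PCK2 (1.12), TRIB3 (1.43) and the serine synthesis enzyme PHGDH (1.02), while the mitochondrial folate enzyme MTHFD2 (−0.65) fell, with adjusted p = 0.031, and adjusted p = 0.2 with an estimated correlation. The largest rises of single genes were in IER2 (2.25 ± 0.53), MRFAP1 (2.08 ± 0.49), EMC6 (1.91 ± 0.059), GANAB (1.90 ± 0.13) and FOXP4 (1.70 ± 0.094). The largest falls were in the transporter SLC6A12 (−2.66 ± 0.11), the cell cycle inhibitor CDKN1A (−2.26 ± 0.12), the magnesium transporter MRS2 (−2.13 ± 0.048), S100A6, MREG (−1.89 ± 0.12) and the cytokine IL1B (−1.89 ± 0.097). COL1A2, a fibroblast marker, fell by 0.58, LYZ fell by 0.60 and CDH5 fell by 0.93. In total 1042 genes were higher and 865 lower (54.6% higher), 127 and 157 of them at least 2-fold, and the split was 836 to 1037 (44.6% higher) with scaling by the median of ratios, under which the ER chaperone list was also called (adjusted p = 0.033). The readthrough entry RPL36A-HNRNPH2 rose by 3.07 ± 1, but its call was lost on leaving out any of 5 of the 6 libraries compared, all except siDDX60L replicate 1 (2.50 to 3.16), and with no filter.

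In PANC-1, siDDX60L was again followed by lower NF-kB response genes, and genes of DNA replication were higher. Of 22 members of the TNF and NF-kB list, 14 fell and 0 rose (adjusted p = 1e-10), including the adhesion molecule ICAM1 (−1.85), the chemokine CCL2 (−2.09 ± 0.048), NFKBIA (−1.51) and CD83 (−1.40 ± 0.065). Invasion, matrix and adhesion genes fell in 13 of 22 cases (adjusted p = 1.1e-07), including ITGA5 (−0.84), PLAU (−1.20) and LAMA5 (−0.70). G1/S and DNA replication genes rose in 14 of 28 cases and fell in 1 (adjusted p = 4.8e-06), with E2F1 at 1.40 and CDC45 at 0.99, while TYMS, the thymidylate synthase, fell by 1.94 ± 0.066. YAP and TEAD targets fell in 9 of 18 cases and rose in 2 (adjusted p = 9.7e-06), including CTGF (−1.83), NT5E (−0.86), AMOTL2 (−1.43) and CRIM1 (−0.79). ERK output genes fell in 5 of 20 cases and rose in 1 (adjusted p = 2.7e-05), including cyclin D1 (CCND1, −0.79), IER3 (−0.93) and SPRY4 (−1.29). S100 genes fell in 5 of 8 cases (adjusted p = 3.5e-05), including S100A6 (−1.49), S100A10 (−0.82), S100A4 (−0.61) and S100A3 (−0.99).

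ATF4 and amino acid stress genes rose in 12 of 21 cases and fell in 1 in PANC-1 after siDDX60L (adjusted p = 0.002), including PCK2 (1.55 ± 0.073), DDIT4 (0.66), PHGDH (1.19) and PSAT1 (0.62), while the transcription factor CEBPB (−0.81) fell. Interferon-stimulated genes fell in 3 of 25 cases and rose in 2 (adjusted p = 0.01), with IFIT2 at −1.18, DDX58 at −0.74 and IFI6 at 0.58. Mesenchymal genes fell in 5 of 14 cases and rose in 1 (adjusted p = 0.011), including the receptor kinase AXL (−1.44) and LOXL2 (−1.05), with TAGLN at 0.92. MHC class I genes fell in 5 of 14 cases, including TAPBP (−0.85), HLA-B (−0.70) and HLA-F (−1.33), with adjusted p = 0.0004, and adjusted p = 0.062 with an estimated correlation. Nuclear genes of oxidative phosphorylation rose in 6 of 32 cases, including NDUFA8 (0.83) and SDHB (0.51), with adjusted p = 0.0039, and adjusted p = 0.09 with an estimated correlation. Epithelial junction genes fell in 4 of 19 cases (5 adjusted over the list alone), including KRT18 (−1.58), KRT8 (−1.72) and E-cadherin (CDH1, −0.91), with adjusted p = 0.021, and adjusted p = 0.062 with an estimated correlation. Immediate early genes fell in 4 of 16 cases, including DUSP1 (−0.91), JUNB (−0.76) and JUND (−1.70), with adjusted p = 0.03, and adjusted p = 0.079 with an estimated correlation.

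G2/M and mitosis genes rose in 3 of 24 cases in PANC-1 after siDDX60L, CENPE (0.82), CCNB2 (0.58) and HMMR (0.66), with adjusted p = 0.038, and adjusted p = 0.31 with an estimated correlation. That call was lost with the median of ratios (adjusted p = 0.078) and without siControl replicate 1 (0.055) or 2 (0.05) or siDDX60L replicate 2 (0.058) or 3 (0.061). Among single genes, the exonuclease TREX2 (2.51 ± 0.54), TRIB3 (1.57 ± 0.12), PCK2 and the arginine methyltransferase PRMT6 (1.54 ± 0.077) were among the largest rises. The chemokine CX3CL1 (−2.41 ± 0.47), EBI3 (−2.37 ± 0.14), the growth factor IGF2 (−2.28 ± 0.12), CCL2, TYMS and C4orf48 (−1.92 ± 0.33) fell most. The readthrough entry TMEM256-PLSCR3 rose by 2.71 ± 0.54, and such entries share sequence with their parent genes, which leaves their level uncertain. Of the fibroblast markers THY1 fell by 0.67 and ACTA2 rose by 0.65, and CD74, listed among leukocyte markers, fell by 1.36. In total 1276 genes were higher and 919 lower (58.1% higher), 127 and 144 of them at least 2-fold, and with the median of ratios the split was 949 to 1192 (44.3% higher).

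Across both lines, siDDX60L raised 472 genes and lowered 329, where independent lists would share 99 and 54.5, and 16 genes changed in opposite directions. Fold changes in the lines correlated across genes with r = 0.58. The shared rises were led by PRMT6 (1.59 in MiaPaCa2 and 1.54 in PANC-1), the kinetochore protein ZW10 (1.54 and 1.51), EMC6 (1.91 and 1.47), TRIB3 (1.43 and 1.57), IFT27 (1.61 and 1.40), VOPP1 (1.41 and 1.37), the stress granule protein G3BP2 (1.39 and 1.35) and NOLC1 (1.69 and 1.34). Shared falls were led by TYMS (−1.87 and −1.94), LAMTOR5 (−1.79 and −1.50), S100A6 (−2.07 and −1.49), the small GTPase ARF3 (−1.69 and −1.45), the splicing regulator MBNL2 (−1.43 and −1.76), the tetraspanin CD82 (−1.37 and −1.81), CD83 (−1.36 and −1.40) and the ubiquitin-conjugating enzyme UBE2L6 (−1.69 and −1.36). A difference between the lines was called for 1106 genes.

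MYEOV served the study as a positive control gene, and siMYEOV was followed in MiaPaCa2 by higher histone transcripts and lower NF-kB response, epithelial junction and invasion genes. Of 15 replication-dependent histone genes 11 rose and 0 fell (adjusted p = 0.00011), with HIST1H2BK at 3.44 ± 0.086, HIST1H2BD at 2.72 ± 0.11, HIST1H2BJ at 2.32 ± 0.11 and HIST2H2AA3 at 1.85. HIST1H1C (2.73 ± 0.15), HIST1H2AC (2.72 ± 0.27) and HIST2H4A (2.06 ± 0.42) were also among the largest rises, though near-identical histone copies share sequence and the values of single copies are uncertain. The study's terms higher after siMYEOV are rich in histones and its lower terms include p53 signalling and the cell cycle, so the counts of the histone, p53, G1/S and G2/M lists after siMYEOV are not independent evidence either. TNF and NF-kB response genes fell in 14 of 19 cases and rose in 0 (adjusted p = 8.2e-09), including CXCL1 (−1.16 ± 0.033), NFKBIA (−1.68), BIRC3 (−1.77) and CD83 (−1.53). Invasion, matrix and adhesion genes fell in 8 of 16 cases (adjusted p = 6.1e-06), with PLAU at −2.51 ± 0.043, PLAUR at −1.98, ITGA3 at −1.45 and ITGB4 at −1.86. Epithelial junction genes fell in 6 of 12 cases and rose in 1 (adjusted p = 0.0011), with KRT18, a keratin of simple epithelia, at −3.99 ± 0.039, KRT8, its partner, at −1.27, the claudin CLDN1 at −0.95 and F11R at 0.55. Mesenchymal genes fell in 4 of 9 cases (adjusted p = 0.0011), including S100A4 (−2.57 ± 0.069), LOXL2 (−1.18), AXL (−2.06) and TGFB1 (−0.94).

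Hypoxia and glycolysis genes fell in 9 of 22 cases in MiaPaCa2 after siMYEOV (adjusted p = 4.2e-05), while 0 rose, or 1 adjusted over the list alone. Among them were the hypoxia-inducible factor HIF1A (−1.13), AK4 (−1.22), PGM1 (−0.86) and NDRG1 (−0.85). p53 targets fell in 8 of 21 cases and rose in 1 (adjusted p = 0.0017), including CDKN1A (−2.25), PMAIP1 (−1.10), PLK3 (−0.82) and GADD45A (−1.01). ERK output genes fell in 8 of 21 cases and rose in 2 (adjusted p = 0.0011), with CCND1 at −1.94, EPHA2 at −1.29, IER3 at −0.62 and the growth factor AREG at 0.60. YAP and TEAD targets fell in 4 of 15 cases (adjusted p = 0.0023), including ASAP1 (−1.18), AMOTL2 (−0.90) and NUAK2 (−0.78), and MHC class I genes in 6 of 14 (adjusted p = 0.0048), including HLA-B (−1.13), HLA-C (−0.91) and TAP1 (−0.58). Nuclear genes of oxidative phosphorylation rose in 12 of 32 cases, including SDHB (0.85), NDUFA8 (1.04) and SDHA (0.53), with adjusted p = 0.0011, and adjusted p = 0.28 with an estimated correlation. G1/S and DNA replication genes fell in 5 of 28 cases, including the helicase subunits MCM7 (−0.72) and MCM2 (−0.84) and cyclin E2 (CCNE2, −0.92), with adjusted p = 0.0023, and adjusted p = 0.1 with an estimated correlation. S100 genes fell in 5 of 9 cases and rose in 1, including S100A4, S100A3 (−1.28) and S100A13 (−0.81), with adjusted p = 0.0048, and adjusted p = 0.18 with an estimated correlation. Apoptosis regulators fell in 7 of 27 cases and rose in 3, with the death receptor TNFRSF10A at −1.50, the death receptor FAS (−1.17) and the survival proteins BIRC3, MCL1 (−0.78) and CFLAR (−1.10) also lower, and the caspase CASP9 (0.93) and the pro-apoptotic BAD (0.64) higher, so that members for and against cell death moved both ways. The adjusted p was 0.026, and adjusted p = 0.088 with an estimated correlation.

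The large scaffold proteins AHNAK2 (−2.74 ± 0.084) and AHNAK (−2.69 ± 0.099) and the transporter SLC6A12 (−2.74 ± 0.11) were among the largest falls in MiaPaCa2 after siMYEOV. COL1A2 fell by 0.70 and LYZ fell by 0.61. In total 1933 genes were higher and 1234 lower (61% higher), 282 and 318 of them at least 2-fold. With the median of ratios the split was 1344 to 1588 (45.8% higher), and the median of all genes moved from 0.106 to 0.002. Under that scaling the G2/M list (adjusted p = 0.043) and the mitochondrially encoded mRNAs (adjusted p = 0.023) were also called lower.

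In PANC-1, siMYEOV was followed by lower NF-kB response, interferon-stimulated and MHC class I genes, and by higher histone and amino acid stress genes. TNF and NF-kB response genes fell in 18 of 22 cases and rose in 0 (adjusted p = 1.3e-11), including CCL2 (−2.29), ICAM1 (−1.79), BIRC3 (−2.55 ± 0.059) and NFKBIA (−2.41). Interferon-stimulated genes fell in 14 of 25 cases (adjusted p = 0.00015), including OAS3 (−1.69), DTX3L (−1.09), DDX58 (−0.85) and IFIT2 (−0.75). MHC class I genes fell in 9 of 14 cases (adjusted p = 8.4e-05), including HLA-B, HLA-F (−2.92 ± 0.16), TAP1 (−0.79) and TAPBP (−0.79). Histone genes rose in 9 of 10 cases, or 10 adjusted over the list alone (adjusted p = 8.4e-05), including HIST1H1C (2.03), HIST1H2BD (1.95), HIST1H2BK (1.71) and HIST1H4I (1.00). Invasion, matrix and adhesion genes fell in 13 of 22 cases (adjusted p = 1.2e-05), including the integrin ITGAV (−1.63) and LAMA5 (−0.86). Epithelial junction genes fell in 9 of 19 cases (adjusted p = 0.0019), with KRT18 at −3.44 ± 0.04, KRT8 at −1.78, the tight junction gene CGN also lower and CDH1 at −1.15. Mesenchymal genes fell in 8 of 14 cases (adjusted p = 0.00027), including S100A4 (−2.06), AXL (−1.65), LOXL2 (−1.42) and N-cadherin (CDH2, −0.70).

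G1/S and DNA replication genes fell in 7 of 28 cases in PANC-1 after siMYEOV (adjusted p = 0.00014), including MCM2 (−0.92), MCM7 (−0.77), MCM5 (−0.50) and TYMS (−0.83). YAP and TEAD targets fell in 7 of 18 cases (adjusted p = 0.00058), including CTGF (−1.19), NUAK2 (−1.95), ASAP1 (−0.91) and NT5E (−0.76). ATF4 and amino acid stress genes rose in 11 of 21 cases and fell in 1 (adjusted p = 0.0017), including the asparagine synthetase ASNS (1.05), PCK2 (1.38), TRIB3 (2.18 ± 0.12) and DDIT3 (1.70). ER chaperones and unfolded protein response genes rose in 9 of 16 cases and fell in 1, including HSPA5 (1.15), CALR (0.68), PDIA4 (0.54) and SEL1L (0.84), with adjusted p = 0.0024, and adjusted p = 0.13 with an estimated correlation. Nuclear genes of oxidative phosphorylation rose in 7 of 32 cases and fell in 1, including SDHB (0.81) and NDUFA8 (1.01), with adjusted p = 0.0028, and adjusted p = 0.095 with an estimated correlation. S100 genes fell in 5 of 8 cases, including S100A4, S100A3 (−1.30) and S100A10 (−0.93), with adjusted p = 0.015, and adjusted p = 0.11 with an estimated correlation. G2/M and mitosis genes fell in 3 of 24 cases and rose in 1, including the kinesin KIF11 (−0.62) and the proliferation marker MKI67 (−0.82), with adjusted p = 0.018, and adjusted p = 0.2 with an estimated correlation.

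The largest single rises in PANC-1 after siMYEOV were in the kinase MKNK2 (2.29 ± 0.11), TRIB3, TREX2 (2.17 ± 0.54), FAM3C (2.14 ± 0.044), GNPDA1 (2.12 ± 0.085) and the metallothionein MT1E (2.05 ± 0.081). The largest falls were in KRT18, EBI3 (−3.24 ± 0.14), HLA-F, CEND1 (−2.77 ± 0.095) and BIRC3. THY1 fell by 1.39, CD74 fell by 2.38, ESAM, an endothelial marker, fell by 0.53, and CD68 rose by 0.51. In total 1792 genes were higher and 1886 lower (48.7% higher), 258 and 540 of them at least 2-fold, and with the median of ratios the split was 1504 to 2133 (41.4% higher). The readthrough entry RPL17-C18orf32 fell by 2.47 ± 0.83, and without siControl replicate 3 it stood at −1.95 and was not called.

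Across both lines, siMYEOV raised 878 genes and lowered 657, against 271 and 151 for independent lists, and 27 genes changed in opposite directions (r = 0.65 across genes). The histone genes HIST1H1C, HIST1H2BD, HIST1H2BK and HIST1H2BJ (2.32 and 1.64) led the shared rises, with the glucosidase subunit GANAB (1.84 in MiaPaCa2 and 1.68 in PANC-1), G3BP2 (1.72 in MiaPaCa2), MED11 (1.77 and 1.47) and the kinesin KIF1C (1.47 and 1.57). KRT18, TMEM245 (−2.25 and −2.12), S100A4, AHNAK2 (−2.74 and −1.97), the cytokine receptor subunit IL6ST (−1.77 and −2.10), BIRC3, TMEM14A (−2.37 and −1.75) and CMTM4 (−1.71 and −1.85) led the shared falls. A difference between the lines was called for 1705 genes.

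In MiaPaCa2, siKCNN4 was followed by lower NF-kB response genes. Fewer lists were called than after siDDX60L or siMYEOV, a difference in number that was not tested. TNF and NF-kB response genes fell in 7 of 19 cases and rose in 0 (adjusted p = 0.00053), including NFKB2 (−0.72), TNFAIP2 (−0.77), CXCL8 (−0.64) and CD83 (−0.80). YAP and TEAD targets fell in 6 of 15 cases and rose in 1, with AMOTL2 at −1.24, CYR61 at −0.67, NUAK2 at −0.79 and AMOTL1 at 0.91, with adjusted p = 0.032, and adjusted p = 0.1 with an estimated correlation. ERK output genes fell in 7 of 21 cases and rose in 2, including CCND1 (−1.65), EREG (−1.44), EPHA2 (−0.72) and the ERK inhibitor SPRY2 (−0.56), with adjusted p = 0.046, and adjusted p = 0.1 with an estimated correlation. ER chaperones and unfolded protein response genes rose in 6 of 16 cases, including CALR (0.72), SEL1L (0.54), EDEM1 (0.61) and DNAJC3 (0.50), with an adjusted p just below the threshold of 0.05, and adjusted p = 0.44 with an estimated correlation. With the median of ratios the last 2 lists were no longer called (adjusted p = 0.07 and 0.15), and the ER list was not called without siControl replicate 1 (0.081) or 2 (0.05) or siKCNN4 replicate 3 (0.079).

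Among single genes in MiaPaCa2 after siKCNN4, IER2 (2.88 ± 0.53), the p53 target PERP (2.18 ± 0.045), IGFBP4 (2.05 ± 0.049), smooth muscle actin (ACTA2, 1.95 ± 0.11) and the glycine decarboxylase GLDC (1.93 ± 0.082) rose most. APOLD1 (−3.57 ± 0.47), SLC7A5 (−2.86 ± 0.037), DDAH1 (−2.54 ± 0.71), ATP5MF (−2.42 ± 0.082) and the magnesium transporter NIPA2 (−2.25 ± 0.083) fell most. Of the 4 measured fibroblast markers ACTA2, COL3A1 (1.29) and COL6A3 (1.13) rose and COL1A2 fell by 0.68. LYZ rose by 1.42, SYP, listed among islet markers, rose by 0.73, and CDH5 fell by 0.77. In total 1900 genes were higher and 859 lower (68.9% higher), 279 and 156 of them at least 2-fold, and with the median of ratios the split was 1452 to 1122 (56.4% higher). The readthrough entries RPL36A-HNRNPH2 (3.48 ± 1) and PPAN-P2RY11 (−2.73 ± 0.66) are uncertain, and the former was not called without siKCNN4 replicate 1 (3.02) or 3 (3.05).

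In PANC-1, siKCNN4 was followed by lower NF-kB response and cholesterol synthesis genes. TNF and NF-kB response genes fell in 16 of 22 cases and rose in 1 (adjusted p = 6.1e-07), including CCL2 (−1.96), ICAM1 (−1.21), TNFAIP2 (−1.93) and NFKBIA (−1.62), while CXCL8 (0.59) rose. Cholesterol synthesis genes fell in 8 of 22 cases and rose in 2 (adjusted p = 0.0025), including the regulator SREBF2 (−0.77), DHCR7 (−0.91), MSMO1 (−0.71) and STARD4 (−1.03). G2/M and mitosis genes fell in 11 of 24 cases, including cyclin A2 (CCNA2, −1.23), KIF20A (−1.09) and the mitotic kinase PLK1 (−1.13), and 0 rose, or 1 adjusted over the list alone, with adjusted p = 5.3e-05, and adjusted p = 0.085 with an estimated correlation. YAP and TEAD targets fell in 10 of 18 cases and rose in 3, including CTGF (−2.72 ± 0.054), CYR61 (−1.33), CRIM1 (−1.78) and AMOTL2 (−1.71), with adjusted p = 0.0056, and adjusted p = 0.085 with an estimated correlation. Epithelial junction genes fell in 7 of 19 cases and rose in 2, including KRT18 (−1.33), KRT8 (−1.81), CDH1 (−1.91) and CGN (−0.91), with adjusted p = 0.0051, and adjusted p = 0.062 with an estimated correlation. Invasion, matrix and adhesion genes rose in 10 of 22 cases and fell in 1, with the collagenase MMP1 at 2.26, ITGA5 at 0.93 and LAMA5 at −0.77, with adjusted p = 0.011, and adjusted p = 0.085 with an estimated correlation. MHC class I genes fell in 5 of 14 cases, including PSMB10 (−1.22), TAP2 (−0.86) and HLA-B (−0.59), with adjusted p = 0.0067, and adjusted p = 0.2 with an estimated correlation. Ribosomal protein genes fell in 6 of 34 cases, including RPL37 (−1.38) and RPL35 (−0.60), with adjusted p = 0.003, and adjusted p = 0.4 with an estimated correlation.

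The largest single rises in PANC-1 after siKCNN4 were in secretogranin II (SCG2, 3.50 ± 0.074), the glycoprotein hormone STC1 (3.35 ± 0.067), AREG (3.01 ± 0.11), the cation channel TRPM8 (2.52 ± 0.074) and STK40 (2.35 ± 0.037). The readthrough entry FAM47E-STBD1 was higher by 2.72 ± 0.6. CTGF, ATP5MF (−2.51 ± 0.093), SLC7A5 (−2.50 ± 0.23), the sialyltransferase ST3GAL2 (−2.37 ± 0.18), mitochondrial superoxide dismutase (SOD2, −2.25 ± 0.14) and ANP32E (−2.21 ± 0.2) fell most. COL1A1 rose by 0.64, ACTA2 rose by 0.68, CD68 rose by 1.16 and CD74 fell by 1.64. In total 1726 genes were higher and 1612 lower (51.7% higher), 274 and 347 of them at least 2-fold, and with the median of ratios the split turned to 1603 to 1694 (48.6% higher).

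Across both lines, siKCNN4 raised 752 genes and lowered 490, against 225 and 104 for independent lists, and 41 genes changed in opposite directions (r = 0.59 across genes). Tropomyosin 4 (TPM4, 1.88 in MiaPaCa2 and 1.77 in PANC-1), G3BP2 (1.76 and 1.71), PERP (2.18 and 1.69), GANAB (1.68 and 1.86), IFT27 (1.78 and 1.64), KLHDC3 (1.61 and 1.65), BICD2 (1.74 in PANC-1) and PRMT6 (1.63 and 1.48) led the shared rises. Except for G3BP2 and PERP, these genes were higher after all 4 siRNAs in both lines. SLC7A5, ATP5MF, ANP32E (−2.03 and −2.21), ST3GAL2 (−1.80 and −2.37), PRELID2 (−1.71 and −1.67), the collagen chaperone SERPINH1 (−2.12 and −1.63) and the mitochondrial ribosomal protein MRPS2 (−2.12 and −1.63) led the shared falls. DDAH1 also fell in PANC-1 (−1.63 ± 0.63), but that call was lost on leaving out any of 5 of the 6 libraries, all except siControl replicate 2 (−1.84 to −1.08), and with no filter. A difference between the lines was called for 1689 genes.

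Depletion of S100A16 in MiaPaCa2 was followed by higher YAP target and immediate early genes and lower mitosis genes, although none of its list calls held with an estimated correlation. YAP and TEAD targets rose in 8 of 15 cases and fell in 0, including CYR61 (1.75 ± 0.056), LATS2 (0.88), WWC1 (0.96) and AMOTL2 (0.61), with adjusted p = 0.0047, and adjusted p = 0.068 with an estimated correlation. Immediate early genes rose in 9 of 15 cases and fell in 1, including JUN (0.77), EGR3 (1.40), KLF6 (0.60) and ATF3 (1.21), with adjusted p = 0.012, and adjusted p = 0.068 with an estimated correlation. G2/M and mitosis genes fell in 6 of 24 cases and rose in 1, including the topoisomerase TOP2A (−0.97), KIF11 (−0.84) and MKI67 (−0.68), with adjusted p = 0.00017, and adjusted p = 0.068 with an estimated correlation. Invasion, matrix and adhesion genes fell in 7 of 16 cases and rose in 2, with ITGA3 at −0.92, LAMA5 at −1.23 and PLAU at −0.72, with adjusted p = 0.019, and adjusted p = 0.068 with an estimated correlation. G1/S and DNA replication genes fell in 4 of 28 cases, including MCM6 (−1.27), CLSPN (−0.64) and cyclin E1 (CCNE1, −0.69), with adjusted p = 0.027, and adjusted p = 0.26 with an estimated correlation. ER chaperones and unfolded protein response genes fell in 3 of 16 cases, PDIA4 (−0.73), DNAJB11 (−0.67) and CALR (−0.60), and rose in 1, or 2 adjusted over the list alone, with adjusted p = 0.009, and adjusted p = 0.12 with an estimated correlation. Ribosomal protein genes fell in 8 of 34 cases and rose in 1, including RPS2 (−3.33 ± 0.11) and RPL10A (−0.54), with adjusted p = 0.027, and adjusted p = 0.53 with an estimated correlation. The ribosomal call was lost without siControl replicate 2 (0.05) or siS100A16 replicate 3 (0.13).

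In MiaPaCa2 after siS100A16, the TNF and NF-kB list was not called (2 rose and 4 fell of 19, adjusted p = 0.86), with TNFAIP2 (−1.01), NFKBIA (−0.69), BIRC3 (−0.79) and CD83 (−0.85) lower and CXCL1 (0.51) and CXCL3 (0.63) higher. Among single genes, NOLC1 (2.27 ± 0.12), MRFAP1 (2.05 ± 0.49), RPL22L1 (2.02 ± 0.14), TPM4 (1.95 ± 0.077), the methyltransferase SETD7 (1.91 ± 0.064) and IGFBP4 (1.86 ± 0.049) rose most. Besides S100A16 itself, RPS2, the lysosomal lipase LIPA (−2.62 ± 0.17), COL1A2 (−2.09 ± 0.042) and the NKG2D ligand ULBP3 (−1.95 ± 0.12) were among the largest falls. Of the other fibroblast markers COL3A1 fell by 0.82 and ACTA2 rose by 1.05. In total 1475 genes were higher and 1144 lower (56.3% higher), 229 and 201 of them at least 2-fold, and with the median of ratios the split was 1306 to 1298 (50.2% higher).

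In PANC-1, siS100A16 was followed by lower mitosis, cholesterol synthesis and interferon-stimulated genes. G2/M and mitosis genes fell in 12 of 24 cases and rose in 0 (adjusted p = 7e-07), including TOP2A (−1.07), KIF20A (−0.95), KIF11 (−0.70) and MKI67 (−0.89). Cholesterol synthesis genes fell in 10 of 22 cases and rose in 1 (adjusted p = 1.3e-05), including STARD4 (−1.92) and MSMO1 (−1.26). Interferon-stimulated genes fell in 10 of 25 cases and rose in 1 (adjusted p = 0.0017), including IFIT1 (−1.35), DDX58 (−0.90), IFIT3 (−1.13) and IFIT2 (−0.62). TNF and NF-kB response genes fell in 7 of 22 cases and rose in 4, with CCL2 at −1.78, ICAM1 at −1.08, TNFAIP2 at −1.27 and the chemokines CXCL1 at 0.95 ± 0.061 and CXCL8 at 1.31, with adjusted p = 0.011, and adjusted p = 0.053 with an estimated correlation. ER chaperones and unfolded protein response genes fell in 2 of 16 cases, DNAJB11 (−0.59) and HSP90B1 (−0.58), with adjusted p = 2.2e-05, and adjusted p = 0.087 with an estimated correlation. S100 genes other than the target fell in 4 of 8 cases, including S100A4 (−0.95), S100A10 (−0.87) and S100A3 (−0.92), with adjusted p = 0.0043, and adjusted p = 0.1 with an estimated correlation. Ribosomal protein genes fell in 9 of 34 cases and rose in 1, including RPS2 (−2.62 ± 0.095) and RPL10A (−0.61), with adjusted p = 1.3e-05, and adjusted p = 0.23 with an estimated correlation.

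MHC class I genes fell in 4 of 14 cases and rose in 1 in PANC-1 after siS100A16, with HLA-B at −0.81, HLA-F at −1.61, ERAP2 at −0.78 and PSMB8 at 0.52, with adjusted p = 0.014, and adjusted p = 0.24 with an estimated correlation. G1/S and DNA replication genes rose in 6 of 28 cases and fell in 1, with UNG at 0.89, E2F1 at 0.62 and MCM6 at −0.74, with adjusted p = 0.026, and adjusted p = 0.11 with an estimated correlation. Nuclear genes of oxidative phosphorylation rose in 4 of 32 cases, including SDHB (0.87), NDUFA8 (0.89) and NDUFA4 (0.59), with adjusted p = 0.03, and adjusted p = 0.24 with an estimated correlation, and were not called with the median of ratios (0.073). The YAP target ANKRD1 (3.97 ± 0.13), KRTAP2-3 (3.08 ± 0.13), IGFBP3 (2.84 ± 0.083), the BMP antagonist noggin (NOG, 2.39 ± 0.097) and KIF1C (2.34 ± 0.058) rose most. RPS2, S100A16, the pro-apoptotic BMF (−2.27 ± 0.12), the phosphatase DUSP9 (−2.11 ± 0.072) and RHPN2 were among the largest falls. THY1 fell by 0.70, CD74 fell by 1.26 and ESAM rose by 1.00. In total 2060 genes were higher and 1119 lower (64.8% higher), 342 and 178 of them at least 2-fold, and with the median of ratios the split was 1486 to 1500 (49.8% higher).

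Across both lines, siS100A16 raised 815 genes and lowered 487, against 218 and 91.7 for independent lists, and 22 genes changed in opposite directions (r = 0.67 across genes). TPM4 (1.95 in MiaPaCa2 and 1.94 in PANC-1), NOLC1 (2.27 and 1.92), KIF1C (1.84 and 2.34), CYR61 (1.75 and 1.78), the actin-binding TAGLN (1.78 and 1.73), ZNF664 (1.76 and 1.71) and SETD7 (1.91 and 1.61) led the shared rises. Among them, TPM4, KIF1C, ZNF664 and SETD7 were higher after all 4 siRNAs in both lines. RPS2, S100A16, the NKG2D ligands MICB (−1.68 and −1.76) and ULBP3 (−1.95 and −1.40), the RNA-binding protein YBX1 (−1.58 and −1.61), P3H4 (−1.63 and −1.40) and the sorting nexin SNX6 (−1.92 and −1.39) were among the largest shared falls. The readthrough entry SENP3-EIF4A1 rose by 1.80 ± 0.4 in MiaPaCa2 and 3.17 ± 1.2 in PANC-1, where the call was lost on leaving out any of 5 of the 6 libraries, all except siControl replicate 1 (2.71 to 3.46), with no filter, and with a pseudocount of 0.1. A difference between the lines was called for 1312 genes.

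The chemokines CXCL1, CXCL2 and CXCL3, which attract neutrophils, are named by the study from these libraries, so their direction here is not independent evidence. They lie on chromosome 4 of GRCh37, CXCL1 (ENSG00000163739) from 74735110 to 74737025 on the plus strand, CXCL2 (ENSG00000081041) from 74962757 to 74964913 on the minus strand and CXCL3 (ENSG00000163734) from 74902306 to 74904524 on the minus strand. After siMYEOV in MiaPaCa2, CXCL1 fell by 1.16 ± 0.033 (adjusted p = 3.6e-11), CXCL2 by 1.06 ± 0.081 (adjusted p = 2e-07) and CXCL3 by 1.10 ± 0.12 (adjusted p = 6.9e-06). In PANC-1, CXCL1 fell by 1.61 ± 0.061 (adjusted p = 4.5e-10) and CXCL2 by 1.70 ± 0.11 (adjusted p = 2.9e-08), and CXCL3 was below the filter. After siDDX60L, CXCL2 fell by 0.72 ± 0.081 in MiaPaCa2 (adjusted p = 1.1e-05) and by 1.24 ± 0.11 in PANC-1 (adjusted p = 1.1e-06). CXCL1 was not called after siDDX60L, at 0.09 ± 0.033 in MiaPaCa2 and −0.37 ± 0.061 in PANC-1, nor was CXCL3 in MiaPaCa2 (−0.38 ± 0.12). CXCL2 also fell after siKCNN4 in PANC-1 (−0.88 ± 0.11, adjusted p = 1.4e-05), and stood at −0.48 ± 0.081 in MiaPaCa2, where it was not called, but was with the median of ratios (−0.56), a pseudocount of 0.1 (−0.52), rescaling to one sum (−0.51), and without siControl replicate 3 (−0.51) or siKCNN4 replicate 2 (−0.51). After siS100A16, CXCL1 rose in MiaPaCa2 (0.51 ± 0.033, not called with the median of ratios, 0.48) and in PANC-1 (0.95 ± 0.061, adjusted p = 5.3e-08), and CXCL3 rose in MiaPaCa2 (0.63 ± 0.12, adjusted p = 0.00087). CXCL2 was not called (0.48 ± 0.081 in MiaPaCa2, adjusted p = 0.00024, and −0.08 ± 0.11 in PANC-1), but was in MiaPaCa2 with a pseudocount of 0.1 (0.51), rescaling to one sum (0.50), and without siControl replicate 2 (0.51) or siS100A16 replicate 3 (0.59).

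**Figure D2:**
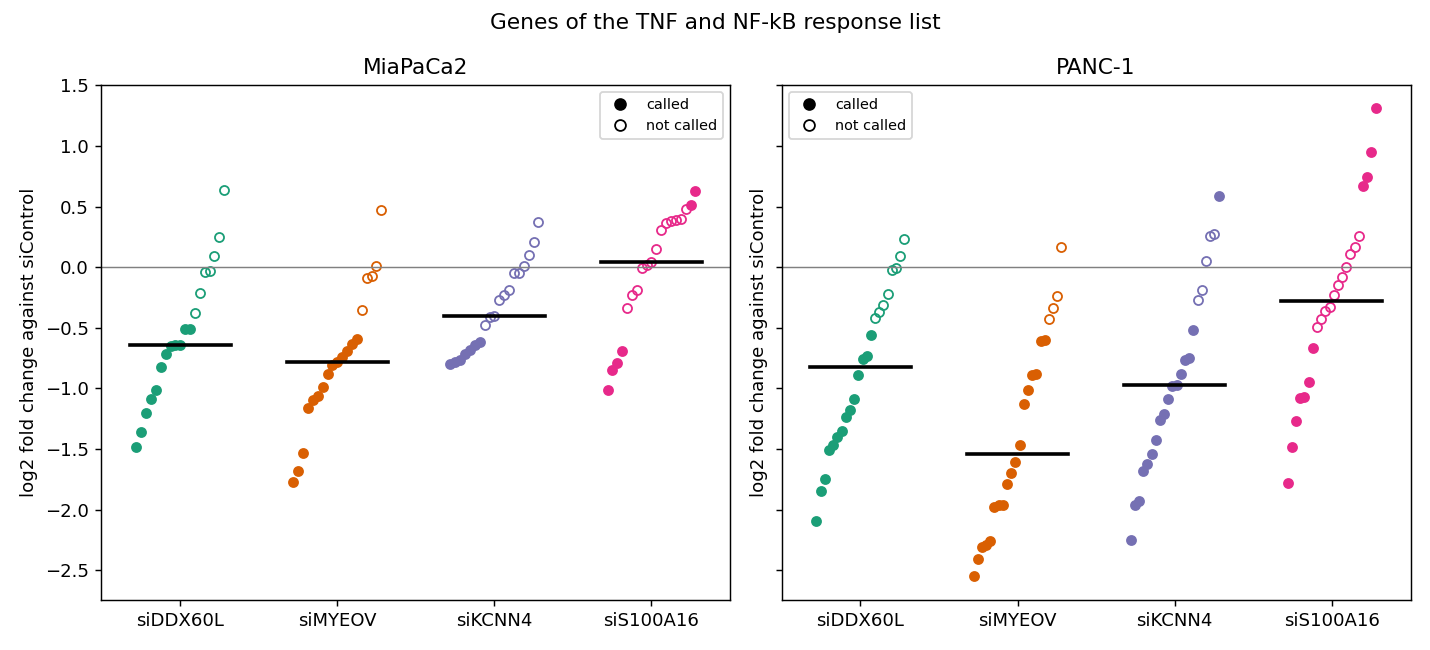
Log2 fold change against siControl (vertical axis) of each measured member of the TNF and NF-kB response list after the 4 siRNAs, in MiaPaCa2 (19 genes) and PANC-1 (22 genes). Filled points were called, open points were not, and bars are medians, the lowest of which was −1.54 after siMYEOV in PANC-1.

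Of the 23 lists tested, 9 were called after siDDX60L, 14 after siMYEOV, 4 after siKCNN4 and 7 after siS100A16 in MiaPaCa2, and 14, 14, 8 and 10 in PANC-1. The calls that held with an estimated correlation were 4, 10, 1 and 0 in MiaPaCa2 and 9, 10, 2 and 3 in PANC-1, and are those given above without such a p. For lists described above, member counts adjusted over the list alone were equal to those over all genes unless another count is given, and median, mean and test had the same sign in every called list. The adenylyl cyclase and cAMP list was called in none of the 8 comparisons (adjusted p from 0.38 to 0.99), with members on both sides, such as the cyclase ADCY9 (0.85) and the phosphodiesterase PDE4A (−0.69) after siMYEOV in MiaPaCa2, where its median was 0.11 while the test pointed down. Mitochondrially encoded mRNAs were not called either (adjusted p from 0.13 to 0.99), and in PANC-1 after siKCNN4 their median was 0.02, their mean −0.13 and 1 of 13 fell, MT-ATP6 (−2.16). Leukocyte, endothelial, and acinar or islet marker lists had 2, 3 and 1 measured members in MiaPaCa2 and 2, 1 and 1 in PANC-1, and fibroblast markers 4 and 3, too few for a list test. The marker genes not named above were not called. Of the called genes, 98.3 to 98.9% had all 3 siRNA libraries on one side of all 3 siControl libraries, as had 55.9 to 65.7% of all genes tested and 10% by chance. Each list member named above met that condition in the comparisons in which it was called.

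The siDDX60L and siMYEOV comparisons were set side by side, since the study describes both as lowering TNF and NF-kB signalling. In MiaPaCa2 they shared 572 higher and 324 lower genes, where independent lists would share 170 and 89.9, and 57 genes were called in opposite directions. In PANC-1 they shared 605 higher and 506 lower genes, against 183 and 139, with 65 in opposite directions. Fold changes correlated across genes with r = 0.48 and 0.55. Both comparisons use the same siControl libraries. Unchanged groups simulated against shared controls gave r = 0.51 and 0.5, and at most 1 and 0 genes called the same way in 20 simulations. These groups held no effects, so few genes could be called. Their counts are therefore not the value expected from real effects with shared controls. The covariance was 0.0985 and 0.121, against 0.0135 and 0.0137 simulated, a difference of 0.085 and 0.107. The 3 controls could not be divided into sets of at least 2, so part of the excess in shared calls may come from the shared controls. Every other pair of siRNAs also shared more higher and more lower genes than independent lists would, in each line. In each line siMYEOV shared more genes with siKCNN4 and with siS100A16, which had more called genes, than with siDDX60L. The excess is therefore not particular to siDDX60L and siMYEOV, although their r was the highest of all pairs in each line.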

Values the study reported

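The study reports about 26 M clean reads from the siRNA-treated and control cells. For siMYEOV, it reports 618 genes lower and 513 higher. Of the KEGG pathways it lists for the higher genes, alcoholism has p = 0.0014, viral carcinogenesis 0.0043 and the lupus term 0.0022. TNF signalling leads its list for the lower genes, which also holds NF-kB signalling at p = 0.005, p53 signalling at 0.003, the cell cycle at 0.017 and small cell lung cancer at 0.0012. For siDDX60L, it reports 214 genes lower and 186 higher. TNF signalling again leads for the lower genes, with NF-kB signalling at p = 0.0001, insulin signalling at 0.0018 and NOD-like receptors at 0.0055. For the higher genes, purine metabolism has p = 0.012 and the general cancer term 0.011. The test and thresholds behind these counts of genes are not given in the sources used here, so they are not set against the counts of the report.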

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

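All tests in this part were planned. The results below were picked out because the effect of an siRNA differed between the lines in the interaction test of limma, given as the PANC-1 effect minus the MiaPaCa2 effect on the log2 scale. Genes were taken by the naming rule, and apart from chance no explanation is weighed here.

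After siDDX60L, the target itself fell less in PANC-1 (DDX60L, difference 0.72 ± 0.18, adjusted p = 0.0045). CCDC117 differed by 2.17 ± 0.61 (adjusted p = 0.011). NIPA1, a magnesium transporter, differed by 2.46 ± 0.76 (adjusted p = 0.019), a call lost without MiaPaCa2 siDDX60L replicate 3 (1.88) or PANC-1 siControl replicate 1 (2.14) or 2 (2.12). ADNP differed by 2.40 ± 0.76 (adjusted p = 0.021), a call lost without MiaPaCa2 siControl replicate 2 (2.19) or 3 (2.24) or PANC-1 siDDX60L replicate 1 (2.11) or 2 (2.11). On the other side were C4orf48 (−2.77 ± 0.71, adjusted p = 0.0052), IGF2 (−2.41 ± 0.17, adjusted p = 5.5e-10), which fell by 2.28 in PANC-1, and CITED4 (−2.04 ± 0.4, adjusted p = 0.00058). RAB5B (−2.32 ± 0.83, adjusted p = 0.041) was no longer called without any of 9 of the 12 libraries, all except MiaPaCa2 siControl replicate 3, PANC-1 siControl replicate 3 and PANC-1 siDDX60L replicate 3 (−2.34 to −1.90), nor with only the libraries compared or no filter (−2.32 in both). S100A16 differed by 0.57 ± 0.13 (adjusted p = 0.0016) and CXCL2 by −0.52 ± 0.13 (adjusted p = 0.0056).

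After siMYEOV, the tubulin gene TUBB3 (2.43 ± 0.39, adjusted p = 4.3e-05) and EREG (2.11 ± 0.076, adjusted p = 3.7e-15) stood higher in PANC-1. ADNP2 (2.30 ± 0.82, adjusted p = 0.033) was no longer called without any of 8 of the 12 libraries, all except MiaPaCa2 siControl replicate 1, MiaPaCa2 siMYEOV replicate 2, PANC-1 siControl replicate 3 and PANC-1 siMYEOV replicate 3 (1.91 to 2.30), nor with only the libraries compared (2.30). Lower in PANC-1 were MYC (−3.29 ± 1, adjusted p = 0.014), which stood at 1.53 in MiaPaCa2 and −1.76 in PANC-1, SOD2 (−2.74 ± 0.33, adjusted p = 1e-06), C4orf48 (−2.41 ± 0.71, adjusted p = 0.011) and the transcription factor FOXC1 (−2.28 ± 0.49, adjusted p = 0.00084). S100A16 differed by 0.63 ± 0.13 (adjusted p = 0.00041) and CXCL2 by −0.64 ± 0.13 (adjusted p = 0.00068).

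After siKCNN4, STC1 (2.78 ± 0.091, adjusted p = 3.2e-16) and SCG2 (2.74 ± 0.098, adjusted p = 1.1e-15) rose more in PANC-1, and APOLD1 (3.11 ± 0.5, adjusted p = 4.1e-05) fell less. CBSL (3.27 ± 0.89, adjusted p = 0.0063) has a near-identical copy and P2RY11 (−2.61 ± 0.68, adjusted p = 0.0046) overlaps a readthrough entry, so both are uncertain. CTGF (−2.44 ± 0.11, adjusted p = 5.4e-14), CEND1 (−2.29 ± 0.13, adjusted p = 7.6e-12) and SOD2 (−2.20 ± 0.33, adjusted p = 1.9e-05) stood lower in PANC-1, and S100A16 higher (1.57 ± 0.13, adjusted p = 1.5e-09).

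After siS100A16, S100A16 itself fell less in PANC-1 (1.67 ± 0.13, adjusted p = 9.8e-10). KCTD11 (2.72 ± 0.4, adjusted p = 1.7e-05), MAP3K13 (2.07 ± 0.56, adjusted p = 0.0071), NOG (2.02 ± 0.15, adjusted p = 8.8e-10) and PRKAR1B (1.84 ± 0.16, adjusted p = 6.5e-09) stood higher in PANC-1. The polyamine acetyltransferase SAT1 (−2.65 ± 0.064, adjusted p = 1e-18) rose by 1.13 in MiaPaCa2 and fell by 1.52 in PANC-1. The transketolase TKT (−2.02 ± 0.08, adjusted p = 2.3e-14), EID3 (−1.86 ± 0.15, adjusted p = 3.8e-09), SOD2 (−1.86 ± 0.33, adjusted p = 0.00017) and CXCL2 (−0.57 ± 0.13, adjusted p = 0.0024) stood lower in PANC-1.

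Other splits of the libraries within each line were drawn 100 times, the real one included. As many genes with a line difference as the real 1106 for siDDX60L came from 9 of the 100 splits (highest other 4320). For siMYEOV (real 1705) it was 11 (highest other 5845), for siKCNN4 (real 1689) 10 (highest other 3448) and for siS100A16 (real 1312) 13 (highest other 3467). By this count chance was not excluded for the number of line differences. The other splits as large, 8, 10, 9 and 12, all keep the real grouping in a line or in both lines, so they carry the whole effect of a line. Their size is a structure of the samples.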

How the results depend on the processing

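All alternatives were planned. The number of genes called against siControl stayed within 1.5 times of the reported one under every alternative run, as did the genes changed the same way in both lines and the overlaps of siDDX60L and siMYEOV. With one library left out the number of called genes ranged from 1884 to 1939, 3088 to 3186, 2720 to 2743 and 2597 to 2666 in MiaPaCa2 (siDDX60L, siMYEOV, siKCNN4, siS100A16) and from 2182 to 2326, 3629 to 3669, 3232 to 3370 and 3129 to 3171 in PANC-1. DDX60L in PANC-1 after siDDX60L ranged from −0.68 to −0.46 and fell short of 0.5 without siControl replicate 3 (−0.49) or siDDX60L replicate 3 (−0.46). With a mean of at least 5 FPKM, fewer genes were tested and the line differences numbered 677 after siDDX60L, 1074 after siMYEOV, 1046 after siKCNN4 and 839 after siS100A16. With no filter, more genes were tested and siKCNN4 had 2562. The share of called genes that were higher depended on the scaling. Rescaling to one sum moved it up in some comparisons and down in others. After siS100A16 in PANC-1 it was 64.8%, against 49.8% with the median of ratios and 68.7% with rescaling. After siMYEOV in PANC-1 it was 48.7%, against 41.4% and 43.1%, and 53.6% with a mean of at least 5 FPKM. The median of ratios brings the median gene close to no change by its construction.

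List calls depended most on the list test. With an estimated correlation 4 lists were called after siDDX60L, 1 after siKCNN4 and 0 after siS100A16 in MiaPaCa2, and 9, 2 and 3 in PANC-1. With fry, which does not compare a list with other genes, 21, 18 and 19 were called in MiaPaCa2, and 20 after siKCNN4 and 19 after siS100A16 in PANC-1. With the median of ratios 2 lists were called after siKCNN4 in MiaPaCa2, and the cause was not tested. Among lists that camera did not call, fry called 5 in the opposite direction, as it tests another hypothesis: adenylyl cyclases after siMYEOV in MiaPaCa2 (0.00075), and in PANC-1 cholesterol synthesis after siDDX60L (0.0093), immediate early genes after siKCNN4 (1.6e-05), and epithelial junction (0.01) and ATF4 genes (0.016) after siS100A16.

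The replicate numbers did not pair the samples. Of 24 pairs of same-numbered siRNA and siControl libraries, 1 had deviations from the group means correlated above 0.1 (−0.055 to 0.16). With the replicate number as a block, 1903, 3157, 2748 and 2614 genes were called in MiaPaCa2 and 2194, 3675, 3336 and 3173 in PANC-1, and 2 lists after siKCNN4 in MiaPaCa2, where the ERK output list (adjusted p = 0.053) and the ER chaperone list (0.054) were no longer called. The line difference of RAB5B after siDDX60L (−2.32) was not called with the block either.

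There were 445 single gene and list results, but the alternatives do not share that base. An estimated correlation and fry were run on lists only, and leaving out a library gave several runs of each result. With an estimated correlation 41 list calls were lost, while 143 list results, called or not, stayed the same. On leaving out a library calls were lost in 51 runs, while 2792 runs stayed the same. Calls were also lost in 5 cases with the median of ratios, 4 with no filter, 3 with the block, 2 with only the libraries compared and 1 with a pseudocount of 0.1. Calls were gained in 74 cases with fry, 19 on leaving out a library, 4 with the median of ratios, 2 with the pseudocount and 2 with rescaling. The depth of each library is known only relative to others, and changes of genes near 1 FPKM are understated.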

Other observations

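The tests of a control siRNA seed, the 6-base sites and the ranking of all 7-base words were chosen only after the result was seen. So were the comparisons of the TNF and NF-kB list between siRNAs and the search for seed sites in its fallers. The other tests were planned.

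Other splits of the 6 libraries of each comparison into 3 and 3 number 10 with the real one, too few for a share under 0.05, and 1 of 10, the real one, gave as many genes in each comparison. In MiaPaCa2 the real counts were 1907, 3167, 2759 and 2619 for siDDX60L, siMYEOV, siKCNN4 and siS100A16, with 1, 3, 2 and 2 the highest of the other splits. In PANC-1 they were 2195, 3678, 3338 and 3179, with 3, 0, 1 and 2. For genes changed the same way in both lines, 1 of 100 drawn splits, the real one, gave as many for each siRNA. The counts were 801, 1535, 1242 and 1302 genes, against 16, 27, 1 and 0 in the highest other split. The 16 and 27 equal the numbers of genes called in opposite directions after siDDX60L and siMYEOV. The real grouping of both lines, with the labels of 1 line exchanged, gives these numbers. Within a line, splits other than the real grouping called at most 3 genes, so they could share few. Low counts in the other splits were therefore fixed by the effects within the lines. This comparison cannot decide agreement between the lines beyond chance.

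Genes that fell after siMYEOV in both lines were searched for seed sites. Of 647 with a searched 3′ UTR, 35.4% carried a guide strand site (95% interval 31.7 to 39.2) and 18.9% a passenger strand site (15.9 to 22.1). Among unchanged genes it was 17.3% and 19.3%. This argues against either of these 2 words as the source of most falls. Overlapping 7-base words that pair with part of the guide seed, such as AGTTCAA, were not counted in that share. A 6-base guide site was carried by 62.9% (59.1 to 66.6) against 45.6% expected from UTR length, an excess of 17.3 points (13.4 to 21). Genes with the guide site AAGTTCA stood lower by a median shift of −0.23 in MiaPaCa2 and −0.15 in PANC-1, and 0.0% of 419 other words of the same composition were as low in either line. For the passenger site 65.5% of 139 were in MiaPaCa2 and 18.0% in PANC-1, which by the planned bound argues against repression through that strand. Of 16381 words ranked, the guide site was lowest in both lines (z −16.9 and −12.6). Repression through the guide seed may therefore account for part of the falls after siMYEOV, whatever the level of MYEOV.

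After siDDX60L, 5.28% of 322 fallers carried a guide strand site (3.11 to 8.32) and 21.4% a passenger strand site (17.1 to 26.3). Among unchanged genes it was 2.43% and 12.3%. The passenger share argues against that word as the source of most falls. The guide word was carried by only 267 of the 10455 searched genes, so its low share was largely fixed by its rarity. That share therefore decides nothing about the guide seed. Overlapping 7-base words that pair with part of the guide seed, such as GAGTCAA, were not counted in it. A 6-base guide site was carried by 63.7% (58.1 to 68.9) against 34.9% expected, an excess of 28.7 points (23.2 to 34.0). At most 3.34% of other words were as low as the guide site, so guide seed repression may account for a part. For the passenger site 12.4% of other words were as low in MiaPaCa2 and 0.716% in PANC-1, which by the planned bound argues against that strand, yet among all words it ranked 13 and 12 from the lowest, so the tests point different ways. The lowest word was GAGTCAA (z −12 and −10.2). It holds the 6-base guide site GAGTCA and overlaps the 7-base guide site CGAGTCA (ranks 29 and 97). The next lowest over both lines, TGAGTCA (−9.48 and −9.1) and AGAGTCA (−9.06 and −6.74), hold GAGTCA too. For siKCNN4 the lowest word was TCAATCA (−13.1 and −12) and for siS100A16 ACAAGAA (−13.4 and −12), whose siRNA sequences are not given in the sources used here, and each of the 4 words had z between −1.88 and 1.84 for the other siRNAs.

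In all 8 comparisons 84 genes were higher and 4 lower of 11084, and 69 and 12 with the median of ratios. Unchanged groups simulated against shared controls gave at most 0 higher and 0 lower in 20 simulations, and independent lists, which leave out the shared controls, 0.00097 and 5.7e-05, so neither is the value expected from real effects with shared controls. Among the higher were PRMT6, GANAB, ZW10, IFT27, TPM4, VOPP1, ZNF664, EMC6, KIF1C, SETD7, NDUFA8, FOXP4, TRIB3, BICD2 and KLHDC3. Rises of these genes given above for a single siRNA are therefore not particular to it. The 4 lower were S100A3, MBOAT1, LRP11 and IL32, of which MBOAT1, LRP11 and IL32 were chosen after their values were seen. All 8 comparisons use the siControl libraries of their line, so a seed of the control siRNA is a candidate explanation of the higher genes. Their highest word was TCGGAGA, in 12 of 82 genes against 2.68 expected (z 5.83), below the 95th of 100 random sets matched on UTR length (5.96), of which 6 were as high. That bound itself ranged from 5.64 to 6.43, a step added after 5.83 was seen, and GC content, which the prediction named, was not matched, so this test decides nothing. In the ranking of all words by the mean of the 4 siRNAs, the highest were GGAGAAA (z 9.65 in MiaPaCa2 and 8.58 in PANC-1) and CGGAGAA (9.42 and 7.35), which either explanation would allow. The sequence of the control siRNA is not given in the sources used here, so a control seed and an effect common to the 4 siRNAs cannot be told apart.

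The TNF and NF-kB list was lower after siDDX60L and siMYEOV in both lines. It was also lower after siKCNN4 (adjusted p = 0.00053 in MiaPaCa2 and 6.1e-07 in PANC-1) and, in PANC-1, after siS100A16 (0.011), as it would be if the siControl libraries were high. If these alone were high, the list would not differ between siRNAs. After siMYEOV it was lower than after siS100A16 and siKCNN4 in both lines (largest adjusted p = 0.0037), which argues against high controls as the whole of that fall. After siDDX60L it was lower than after siS100A16 (largest adjusted p = 6.1e-05), but against siKCNN4 no difference was called (0.11 in MiaPaCa2 and 0.84 in PANC-1). If siS100A16 itself raised the list, high controls could give the siDDX60L fall, so the explanations cannot be told apart for siDDX60L, and a part played by the controls stays open for both siRNAs. Of the list's fallers 4 of 14 and 5 of 17 carried a site of either strand after siMYEOV in MiaPaCa2 and PANC-1, and 2 of 12 and 4 of 13 after siDDX60L, with a highest upper bound of 61.4%. Sites in most fallers are therefore not excluded, and falls that follow from a single seed-repressed regulator, or from the loss of DDX60L or MYEOV itself, may also occur and stay open, since a second siRNA against each gene was not analysed here.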
